# MEF2D Functions as a Tumor Suppressor in Breast Cancer

**DOI:** 10.3390/ijms25105207

**Published:** 2024-05-10

**Authors:** Xiaoxia Wang, He Shen, Yanmin Chen, Yali Zhang, Jianmin Wang, Song Liu, Bo Xu, Hai Wang, Costa Frangou, Jianmin Zhang

**Keywords:** MEF2D, breast cancer, tumor suppressor, cellular transformation, RNA-seq

## Abstract

The myocyte enhancer factor 2 (MEF2) gene family play fundamental roles in the genetic programs that control cell differentiation, morphogenesis, proliferation, and survival in a wide range of cell types. More recently, these genes have also been implicated as drivers of carcinogenesis, by acting as oncogenes or tumor suppressors depending on the biological context. Nonetheless, the molecular programs they regulate and their roles in tumor development and progression remain incompletely understood. The present study evaluated whether the MEF2D transcription factor functions as a tumor suppressor in breast cancer. The knockout of the MEF2D gene in mouse mammary epithelial cells resulted in phenotypic changes characteristic of neoplastic transformation. These changes included enhanced cell proliferation, a loss of contact inhibition, and anchorage-independent growth in soft agar, as well as the capacity for tumor development in mice. Mechanistically, the knockout of MEF2D induced the epithelial-to-mesenchymal transition (EMT) and activated several oncogenic signaling pathways, including AKT, ERK, and Hippo-YAP. Correspondingly, a reduced expression of MEF2D was observed in human triple-negative breast cancer cell lines, and a low MEF2D expression in tissue samples was found to be correlated with a worse overall survival and relapse-free survival in breast cancer patients. MEF2D may, thus, be a putative tumor suppressor, acting through selective gene regulatory programs that have clinical and therapeutic significance.

## 1. Introduction

Breast cancer is a common and heterogeneous disease with several subtypes associated with different clinical behaviors [1]. While the survival rates of patients diagnosed with breast cancer have progressively increased over time as a result of improvements in early tumor detection and treatment, breast cancer remains the leading cause of cancer-related death among women worldwide [2]. Breast cancer arises through a multi-step, mutagenic process whereby mammary epithelial cells (MECs) acquire a common set of properties, including unlimited proliferation potential, self-sufficiency in growth signals, resistance to apoptosis, and the ability to evade the immune system [3]. Although these “hallmarks of cancer” provide an organizational framework for understanding breast cancer and other neoplastic diseases in terms of a common set of underlying cellular parameters, the causal driver genes responsible for the transformation of cell populations into malignant-like cells and tumor cells are often unknown. Therefore, a better understanding of the cellular and molecular mechanisms associated with the initiation and progression of breast cancer is a prerequisite for developing new diagnostic and prognostic biomarkers, as well as targeted therapeutic strategies.

Cancer driver genes are broadly classified into oncogenes and tumor suppressor genes (TSGs) [3]. Oncogenes typically harbor gain-of-function mutations that activate the protein, leading to uncontrolled cell growth or proliferation. Conversely, TSGs play a crucial role in restraining inappropriate cell growth and division. In cancer, there is a strong positive selection pressure for deactivating somatic mutations. However, some driver genes can exhibit both tumor-suppressor and oncogene properties, depending on the context. While it is generally accepted that highly recurrent somatic alterations signify changes that are important for tumor development, the causal perturbations underlying tumor genesis are often confounded by the extensive size of alterations and the large number that are incidental to the tumor phenotypes. Furthermore, in many instances, driver genes are epigenetically regulated rather than being a result of mutational events, thus, they would not be identified by conventional genome sequencing methods.

The dysregulation of or mutations involving transcription factors have long been recognized in the development of breast cancer. Alterations in these key regulatory molecules can result in aberrant gene expression that leads to the blockade of normal cellular differentiation and cell death gene expression programs. For example, several transcription factors have been identified as drivers of breast cancer, including ARNT2, COX7RP, EGR3, FOXA1, FOXC2, FOXM1, FOXO3, NR3C2, and ZNF652. These transcription factors are involved in various cellular processes, including cell division, senescence, cell cycle regulation, and immune cell infiltration in breast cancer [4,5,6,7].

Myocyte enhancer factor 2D (MEF2D) belongs to the MADS-box family of transcription factors. In mammals, the MEF2 family of transcription factors comprises four genes: MEF2A, MEF2B, MEF2C, and MEF2D. These genes exhibit variations in their temporal and tissue-specific expression patterns, but are co-expressed throughout developing and adult tissues, such as skeletal muscle [8,9]. MEF2 proteins exhibit significant amino acid similarity within their DNA-binding domains and can bind to similar cis-acting sequences, thereby obscuring the mechanisms by which these factors control specific target genes. Nonetheless, the lack of conservation in the carboxyl-terminal transactivation domain among the four distinct MEF2 isoforms, coupled with the diverse phenotypes observed in different MEF2-deficient vertebrate models, implies that each MEF2 isoform independently controls specific gene programs.

The MEF2 proteins participate in diverse physiological processes, including neural differentiation, cardiac morphogenesis, blood vessel formation, and the maintenance of several vertebrate tissue types [10,11,12,13,14]. Notably, an increasing number of studies have detected the overexpression of MEF2D in non-small cell lung cancer (NSCLC) [15], colorectal cancer [16], hepatocellular carcinoma [17], osteosarcoma [18], and glioma [15]. Correspondingly, high levels of MEF2D expression have been shown to be correlated with a poor patient prognosis, and MEF2D suppression has been shown to decrease the proliferation of hepatocellular carcinoma [17], osteosarcoma [18], and glioma [19]. In contrast, MEF2D was recently identified as a TSG in rhabdomyosarcoma [20] and low-grade uterine leiomyosarcomas [21], thus suggesting that MEF2D plays a cell-type-specific role in cancer cells. In the context of breast cancer, decreases in MEF2D mRNA levels have been observed in tumor samples [22], which is suggestive of a potential role of MEF2D as a tumor suppressor. The extent to which MEF2D inhibits the conversion of mammary epithelial cells into neoplastic cells and its functional significance in the initiation and progression of breast cancer are poorly understood.

In the present study, we investigated the role of MEF2D in mammary epithelial cell (MEC) transformation and tumorigenesis and provided mechanistic insights into the dysregulation of MEF2D in breast cancer cells. Most human cancer cell lines currently available do not accurately replicate the genetic, molecular, and phenotypic changes observed in tumor cells from individual patients. Therefore, we used non-transformed murine mammary epithelial EpH4 and HC11 cells to explore the transformation activity of MEF2D and to identify the functionally related molecular characteristics associated with different cellular phenotypes. Using these model systems, we found that MEF2D contributes to cell proliferation by modulating the loss of contact inhibition and progression of the cell cycle, and by facilitating cell migration and inducing the formation of abnormal structures in three-dimensional (3D) cultures. Mechanistically, we found that a loss of MEF2D led to aberrant activation of the AKT/ERK signaling pathway, resulting in the induction of the epithelial-to-mesenchymal transition (EMT). MEF2D also led to the disruption of contact inhibition due to the abnormal activation of YAP. Consistent with these findings, the downregulation of MEF2D in human breast cancer samples and cell lines was found to be correlated with tumor aggressiveness, highlighting the therapeutic significance of our findings.

## 2. Results

### 2.1. Loss of MEF2D Expression Promoted MEC Proliferation and Migration

To investigate the role of MEF2D in the transformation of MECs, we used the CRISPR-Cas9 system to create MEF2D knockout cell lines in the EpH4 and HC11 murine mammary epithelial cells. The EpH4 cell line was derived from spontaneously immortalized mouse mammary gland epithelial cells isolated from a BALB/c mouse. EpH4 cells can fully differentiate into spheroids when cultured under 3D growth conditions [23]. Similarly, the HC11 mouse breast epithelial cell line undergoes differentiation when stimulated with lactogenic hormones [23]. Unlike breast cancer cell lines, the EpH4 and HC11 models are ideal for studying signaling networks that control differentiation and transformation within the same cell system.

Two different experimentally validated sgRNAs targeting MEF2D were used to transduce the Cas9-expressing EpH4 and HC11 cell lines, and an immunoblot analysis confirmed the absence of MEF2D protein levels in the MEF2D knockout cells (sgMEF2D) in their comparisons to control cells (Figure 1A). The cell proliferation assay results revealed that loss of MEF2D increased cell proliferation in the EpH4 and HC11 cells compared with the control cells (Figure 1B). In addition, the perturbation of MEF2D increased cell migration (Figure 1C; Supplementary Figure S1A,B). These findings indicate that the loss of MEF2D function promotes epithelial cell proliferation and migration.

### 2.2. MEF2D Knockout Induced EMT and Activation of the AKT/ERK Pathway

To further investigate the role of MEF2D in MEC mobility, we performed a wound healing assay. As shown in Figure 2A and Supplementary Figure S1C, the number of migrated cells significantly increased in the sgMEF2D EpH4 cells compared with the control cells, suggesting that the loss of MEF2D markedly enhanced cell migration. Notably, MEF2D knockout induced morphological alterations in the EpH4 cells, including cell elongation and scattering, resulting in a fibroblast-like mesenchymal phenotype. In contrast, the control cells maintained a characteristic polarized epithelial morphology (Figure 2B), suggesting that MEF2D knockout induced the epithelial cells to undergo the EMT.

The overexpression of MEF2D has been shown to promote invasion and the EMT in colorectal cancer cells [16]. The EMT is a process that contributes to breast cancer progression and metastasis and involves the conversion of epithelial cells into mesenchymal cells, which exhibit increased invasiveness and migratory capabilities [24]. However, the EMT process is complex and involves the coordinated expression of multiple transcription factors, such as SNAI2, ZEB1/2, TCF4, and TWIST1/2. Accordingly, to investigate whether MEF2D modulates the EMT, we initially evaluated the protein expression levels of the epithelial and mesenchymal markers. Consistent with the observed cell morphological changes, a Western blot analysis revealed that MEF2D knockout resulted in dramatic reductions in the E-cadherin and α- and β-catenin epithelial markers, and gains in the vimentin mesenchymal marker were observed (Figure 2C). In addition, compared with the control cells, there were increases in the levels of p-AKT and p-ERK in the sgMEF2D cells, without obvious changes in the total expression of AKT and ERK (Figure 2C), suggesting that the loss of MEF2D induced the EMT, possibly through the activation of the AKT/ERK pathway in the EpH4 cells. Consistent with these findings, immunofluorescence staining revealed that MEF2D depletion resulted in the downregulation of E-cadherin and β-catenin expression on the cell membrane (Figure 2D,E).

### 2.3. Depletion of MEF2D Induced Epithelial Cellular Transformation and Tumor Growth

Three-dimensional basement membrane cultures have been widely used to model the architecture of the epithelium in vitro [25]. To determine the effects of the loss of MEF2D function on the epithelium architecture, we performed a 3D morphogenesis assay of the EpH4 cells grown in Matrigel. Compared to the sgControl sphere-like acini formation, MEF2D knockdown promoted the development of enlarged and branching 3D structures (Figure 3A). As expected, the EpH4 control cells failed to form anchorage-independent colonies in the soft agar. However, the loss of MEF2D led to a strong capacity for colony formation in the soft agar, which is a hallmark of transformation (Figure 3B; Supplementary Figure S2A).

Next, to assess the effects of MEF2D on in vivo mammary-tumor-forming potential, sgMEF2D or sgControl cells were injected into the mammary fat pads of SCID mice. Consistent with previous studies [26], the EpH4 control cells did not form tumors over the course of the experiment (Figure 3C). In contrast, the sgMEF2D cells generated palpable tumors within two weeks of injection, and the tumors grew at a high proliferative rate in vivo (Figure 3C). As shown in Figure 3D, the loss of MEF2D function induced a high-grade mammary tumor and malignant spindle cell proliferation. Taken together, these findings suggest that MEF2D is a TSG in breast cancer and that the loss of MEF2D induces cell transformation in vitro and tumor development in mice.

### 2.4. MEF2D Knockdown Led to Loss of Contact Inhibition through YAP Activation

Increased cell proliferation and tumor formation resulting from MEF2D knockout prompted us to investigate whether the loss of MEF2D function led to a loss of contact inhibition. We plated sgControl or sgMEF2D EpH4 cells in two-dimensional (2D) culture plates and allowed them to grow to confluence. The control cells stopped growing once they reached confluence (Figure 4A). In contrast, the sgMEF2D EpH4 cells continued to proliferate and formed foci (Figure 4A). Next, to verify that sgMEF2D maintained its cell proliferation capacity, we labeled the sgControl sgMEF2D EpH4 cells with bromodeoxyuridine (BrdU), a thymidine analog that incorporates into the DNA of dividing cells during the S phase of the cell cycle [27]. As expected, we found that the sgControl-EpH4 cells ceased the cell cycle under confluent cell conditions. However, BrdU was actively incorporated in the sgMEF2D EpH4 cells under the same growth conditions (Figure 4B).

The loss of contact inhibition is a hallmark of cancer cells, and the Hippo pathway has been implicated in regulating this process. The Hippo pathway is a kinase signaling cascade that controls the activation of transcription factors YAP/TAZ, which promote cell proliferation. Additionally, the Hippo pathway is regulated by various cellular and non-cellular mechanisms, including cell polarity, soluble factors, mechanical forces, and intercellular-junction-associated proteins E-cadherin and α-catenin. To better understand the role of MEF2D in these processes, we performed immunostaining and found that YAP was localized in the cytoplasm of the sgControl EpH4 cells. However, YAP was nuclear-localized in the sgMEF2D EpH4 cells under the high cell density condition (Figure 4C). Consistent with these findings, we detected increased mRNA expression levels of CYR61, AREG, and ANKRD1, which are downstream canonical transcriptional targets of YAP/TAZ (Figure 4D). Correspondingly, the knockdown of YAP expression by siRNA in the sgMEF2D EpH4 cells completely inhibited the loss of MEF2D-function-induced branching and invasive 3D structures (Figure 4E). Together, these findings suggest that the depletion of MEF2D leads to the loss of contact inhibition, promoting cell overgrowth and tumorigenesis through YAP activation.

### 2.5. Knockdown of MEF2D Altered the Transcriptome and Oncogenic Signaling Pathways in MECs

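EpH4 cells are a mouse mammary epithelial cell line. RNA of Cas9-expressing EpH4 cells carrying a control sgRNA (sgControl) or an sgRNA against Mef2d (sgMef2d) was sequenced from poly(A)-selected, strand-marked libraries, and 3 sgControl and 2 sgMef2d libraries were analysed here. The paper and the sample labels number the sgMef2d libraries without saying whether they carry different sgRNAs or repeat a single sgRNA. The authors aligned the reads with STAR2 to GRCm38 and deposited the raw counts per gene. The paper's methods give the pre-rank tool of GSEA as the source of the gene-level raw counts. The paper's text does not name the test behind the differentially expressed genes, although its statistics section names general tests and the threshold for the whole paper. Genes with low counts had been removed before deposit, since each of the 12934 genes listed reached at least 11 counts in a library. The counts summed to 20498563, 14074323 and 13601145 in sgControl replicates 1, 2 and 3, and to 17039087 and 14909620 in sgMef2d replicates 1 and 2. The 10 most abundant genes took between 4.94% and 5.22% of the counts of a library. A count of 3, used here as the limit below which a gene is not distinguished from 0, corresponded to between 0.146 and 0.220 CPM, the counts scaled to a fixed library total. The counts were normalized by edgeR's TMM method, and the 12483 genes kept by its expression filter were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The biological coefficient of variation, the relative spread between replicates beyond counting error, was 0.0607.

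The targeted gene was read first. Mef2d reached 64.3, 76.9 and 71.5 CPM in sgControl replicates 1, 2 and 3, and 64.2 and 65.8 CPM in sgMef2d replicates 1 and 2. The means were 70.9 ± 6.36 CPM (SD, n = 3) and 65.0 ± 1.12 CPM (SD, n = 2), a log2 fold change of -0.12 (standard error 0.080, adjusted p = 0.400 from edgeR's quasi-likelihood test). This difference was not larger than the spread between replicates. Without sgControl replicate 1, the log2 fold change was -0.19 with an adjusted p of 0.00550 from the same test, and over the alternatives that were run for Mef2d and allow a test the adjusted p ranged from 0.00550 to 0.770. The counts per gene do not show the sequence of the transcripts or the amount of protein. Of the other MEF2 genes, Mef2a had a log2 fold change of -0.21 (adjusted p = 0.172) and Mef2c of -0.13 (adjusted p = 0.826), both from the same test. Without sgControl replicate 1, Mef2a had a log2 fold change of -0.30 with an adjusted p of 2.77e-06, in a range of the adjusted p over the alternatives from 2.77e-06 to 0.394. That fit keeps the sgControl libraries closest to each other, so its p values rest on a smaller spread. In it Gapdh, whose protein is a loading control of the paper, had a log2 fold change of 0.20 (adjusted p = 2.94e-07 from the same test). Calls made only in that fit are therefore weak evidence of a change. Mef2c had between 23 and 40 counts per library, and its direction changed without sgMef2d replicate 2.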

To determine MEF2D-dependent gene expression programs, we harvested the RNA from the sgControl and sgMef2d EpH4 cells and performed an RNA-seq analysis. 

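Across genes, the log2 CPM values of the sgControl libraries had Pearson correlations between 0.991 and 0.994 with each other, and the sgMef2d libraries of 0.995. The 6 pairs of an sgControl and an sgMef2d library had correlations between 0.984 and 0.986. These are correlations over genes, which are not independent replicates. The counts of each pair of libraries were also compared by a chi-square per degree of freedom, which is 1 for counting error alone. It was 2.02 for the sgMef2d libraries. Among the sgControl libraries it was 1.98 between replicates 2 and 3, and 10.3 and 13.3 for the pairs with replicate 1, as against 10.6 to 12.7 between the groups. Every pair differed by more than counting error alone, which leaves out a library sequenced again and does not tell separate cultures from separate preparations of the same RNA.

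A principal component analysis of the 500 genes with the highest variance in log2 CPM placed 69.7% of the variance on PC1 and 14.1% on PC2. PC1 separated the groups, with scores from -12.8 to -12.6 in sgControl and of 18.5 and 19.6 in sgMef2d. PC2 separated sgControl replicate 1, with a score of 12.6, from replicates 2 and 3, with scores of -4.09 and -8.43. On both components together, the largest distance within sgControl was 21.0, the distance within sgMef2d was 1.17, and the smallest distance between the groups was 31.4. The share of PC1 moved most with the number of genes, from 56.7% over all genes tested to 85.3% over the 100 most variable genes.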

The principal component analysis (PCA) plot represents distinct transcription programs in response to MEF2D knockout, with a high reproducibility of each sample (Figure 5A). We identified 2097 significantly differentially expressed genes (*p* < 0.05) (Supplementary Table S1). 

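Between the sgMef2d and sgControl libraries, 992 of the 12483 genes tested (7.95%) had an adjusted p below the threshold of 0.05 in edgeR's quasi-likelihood test. Of these genes, 458 were higher and 534 were lower in the sgMef2d EpH4 cells. Both sgMef2d libraries lay on the same side of all 3 sgControl libraries in 992 of these 992 genes, and in 5132 (41.1%) of all genes tested, where chance gives 20%. Genes are not independent, so this share alone does not test the grouping of the libraries. The median absolute log2 fold change of the 992 genes was 0.48, and 215 of them had an absolute log2 fold change of at least 1, of which 148 were higher and 67 lower. At an unadjusted p below 0.05, the same test gave 2901 genes, 1399 higher and 1502 lower. The alternative that moved the count by the largest number of genes was leaving out sgControl replicate 1, which gave 3639 genes, 985 of them among the 992. Without sgControl replicate 2 the count was 603 genes, 584 of them among the 992.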

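Among the genes past the threshold, with an average log2 CPM of at least 4 and both sgMef2d libraries on one side of the sgControl libraries, 646 genes remained, and the 5 with the highest and the 5 with the lowest log2 fold change are given. Krt6a (ENSMUSG00000058354.7, chromosome 15 of GRCm38, 101689910 to 101694307), which encodes a keratin, rose from 4.22 ± 0.643 CPM (SD, n = 3) in sgControl to 144 ± 2.38 CPM (SD, n = 2) in sgMef2d, a log2 fold change of 5.07 (standard error 0.096, adjusted p = 1.03e-10 from edgeR's quasi-likelihood test). Of the 50-base words in its transcripts, 45.7% also occur in transcripts of other genes, most often of Krt6b, so the authors' counting could have split its reads. Ppbp rose with a log2 fold change of 2.82, Pitx1 of 2.14, S100a14 of 1.79 and Adam19 of 1.67. Klhl30 (ENSMUSG00000026308.8, chromosome 1, 91351016 to 91362416) fell from 34.9 ± 0.361 CPM (SD, n = 3) to 6.95 ± 0.494 CPM (SD, n = 2), a log2 fold change of -2.32 (standard error 0.100, adjusted p = 3.17e-07 from the same test). Lpl followed with a log2 fold change of -1.81, Enpp2 of -1.50, Gas6 of -1.07 and Lbp of -1.05. The adjusted p values of these 10 genes lay between 1.03e-10 and 5.11e-05 in the same test. None of the 10 changed direction or lost its place past the threshold in the alternatives that were run for them and allow a test.

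**Figure D1:**
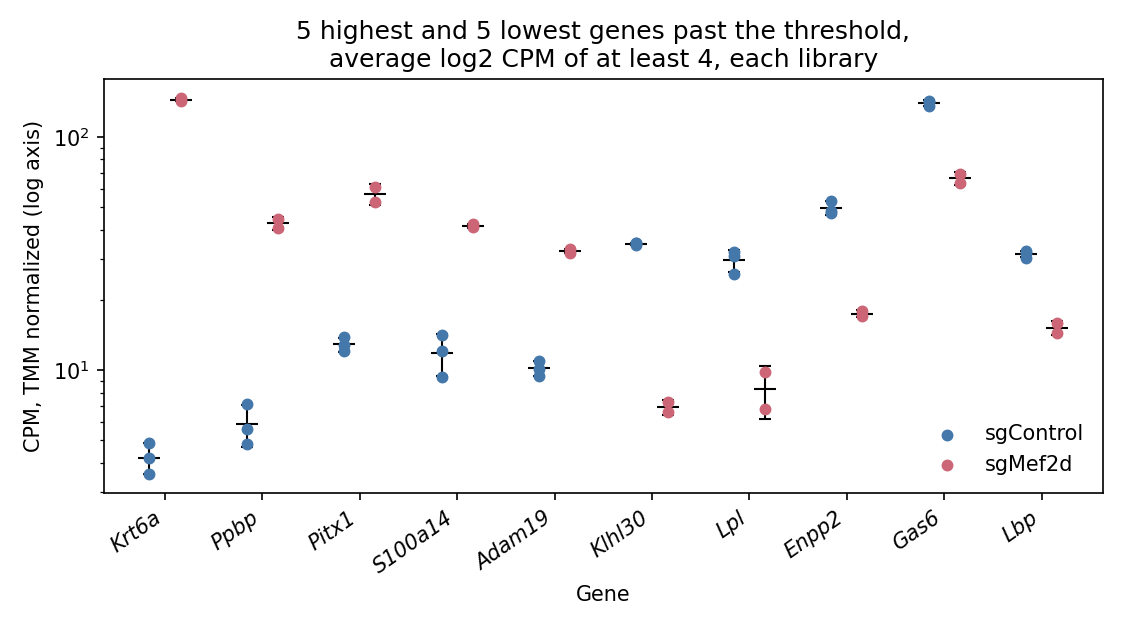
TMM-normalized CPM on a log axis for the 5 genes with the highest and the 5 with the lowest log2 fold change among the 646 genes with an average log2 CPM of at least 4, with a point for each of the 3 sgControl and 2 sgMef2d libraries, a dash for the mean and bars for the SD. Krt6a lies at 4.22 CPM on average in sgControl and at 144 CPM in sgMef2d, and no gene has overlapping groups.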

Representative up-regulated and down-regulated gene expressions are shown in Figure 5B. 

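Gene set enrichment analysis ranks all genes by their change and asks whether the members of a set gather at either end. Its normalized enrichment score (NES) is positive where they gather among the genes higher in sgMef2d and negative where they gather among the genes lower in sgMef2d. Genes were ranked by the signed square root of the quasi-likelihood F, and 10000 gene permutations were drawn with fgsea. The Hallmark sets were not used here. In their place, 10 lists of genes compiled for the themes of the paper were tested, with 30 Reactome sets, of which 29 had between 10 and 500 genes tested. These lists are not the Hallmark sets, and their scores are not on the scale of the paper's scores. With Benjamini-Hochberg adjustment, 8 of the 10 lists had an adjusted p below 0.05, 6 higher and 2 lower in sgMef2d, as did 12 of the 29 Reactome sets, 10 higher and 2 lower. Permuting genes does not allow for genes of a set that vary together. Fry, a rotation test, does allow for them, but it asks another question. It tests whether the genes of a set change in a shared direction, not whether they change more than other genes. Under fry, 6 of these 8 lists and 2 of these 12 Reactome sets remained past the threshold. Both of these Reactome sets were lower in sgMef2d, and 0 of the 10 higher sets remained. Under camera with the correlation estimated, 1 list and 0 Reactome sets remained. At an unadjusted p below 0.05, that last test gave 1 Reactome set.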

To determine the MEF2D-regulated signaling pathways, we conducted a Hallmark pathways analysis using a gene set enrichment analysis (GSEA) (Supplementary Table S1). 

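Of the 101 genes of the skeletal muscle list, 49 were among the genes listed and 45 were tested. Their median log2 fold change was -0.0037, with 22 genes higher and 23 lower in sgMef2d. Over all genes tested, 11 of the 45 were past the threshold of edgeR's quasi-likelihood test, 6 higher and 5 lower, and 21 were past it adjusted over the list alone, 9 higher and 12 lower. The list had an NES of 1.18 (adjusted p = 0.210 from gene permutations), which did not pass the threshold. At weight 0 the score turned negative with an adjusted p of 0.0427, and over the alternatives the adjusted p ranged from 0.0427 to 0.743. The member with the smallest p was Igfbp3, which rose from 40.6 ± 3.38 CPM (SD, n = 3) to 87.8 ± 7.11 CPM (SD, n = 2), with a log2 fold change of 1.11 (adjusted p = 1.78e-05 from the quasi-likelihood test). The Reactome set for myogenesis had 15 genes tested, a median log2 fold change of -0.04 and an NES of -1.02 (adjusted p = 0.538 from gene permutations), and without sgControl replicate 1 its adjusted p was 0.00598, in a range over the alternatives from 0.00598 to 0.994. The Reactome set for smooth muscle contraction had 22 genes tested, a median log2 fold change of -0.12 and an NES of -1.73 (adjusted p = 0.0223 from gene permutations), and it kept its call under fry (adjusted p = 0.0470) but not without sgControl replicate 2 (adjusted p = 0.0529 from gene permutations), in a range over the alternatives from 0.00484 to 0.637. The Reactome set for muscle contraction had an NES of -1.37 (adjusted p = 0.182 from gene permutations).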

As expected, we found that the myogenesis pathway was significantly reduced in sgMef2d EpH4 cells, consistent with the role of the MEF2 transcription factor in regulating myogenic gene expression (Figure 5C; Supplementary Figure S3A,B). Furthermore, we confirmed the loss of MEF2D-induced EMT alterations (Figure 5D). 

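The mesenchymal and matrix list had 107 genes tested, with a median log2 fold change of -0.03, 50 genes higher and 57 lower in sgMef2d. Its NES was -1.41 (adjusted p = 0.0308 from gene permutations). This call was not kept under fry (adjusted p = 0.661), and without sgControl replicate 2 or 3 the adjusted p from gene permutations was 0.0595 and 0.0645. Over the alternatives, it ranged from 0.0004 to 0.781. Over all genes tested, 30 of the 107 were past the threshold, 11 higher and 19 lower, and 37 were past it adjusted over the list alone, 15 higher and 22 lower. The epithelial list had 48 genes tested, 33 higher and 15 lower, and a median log2 fold change of 0.07, the same with Krt5 at its lower bound. The NES of the epithelial list was 2.27 (adjusted p = 0.0005, from the smallest p that the gene permutations can give). The epithelial list kept its call under fry (adjusted p = 0.0124), but not under camera with the correlation estimated (0.104). Over all genes tested, 10 of its genes were higher past the threshold and 1 lower, and adjusted over the list alone 14 were higher and 2 lower. The Reactome set for TGF-beta receptor signaling in EMT had 16 genes tested and an NES of -0.65 (adjusted p = 0.935), whose direction turned when any sgControl library was left out, and the set for collagen formation had 42 genes tested and an NES of 1.77 (adjusted p = 0.0211), both from gene permutations. The collagen set lost its call without sgControl replicate 1 (adjusted p = 0.118) and under fry (0.218), in a range over the alternatives from 0.00196 to 0.895. The Reactome set for extracellular matrix organization had 140 genes tested, a median log2 fold change of -0.012 and an NES of 1.51 (adjusted p = 0.0265 from gene permutations). This set lost its call under fry (adjusted p = 0.787), and its direction turned at weight 0 and without sgControl replicate 1.

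Among single genes, Vim, which encodes vimentin (ENSMUSG00000026728.9, chromosome 2 of GRCm38, 13573927 to 13582826), rose from 11.9 ± 1.08 CPM (SD, n = 3) in sgControl to 35.8 ± 2.29 CPM (SD, n = 2) in sgMef2d, a log2 fold change of 1.59 (standard error 0.100, adjusted p = 3.95e-06 from edgeR's quasi-likelihood test). Cdh1, which encodes E-cadherin, reached 253 ± 18.3 CPM (SD, n = 3) and 277 ± 9.36 CPM (SD, n = 2), a log2 fold change of 0.13 (standard error 0.068, adjusted p = 0.272 from the same test). The catenin genes Ctnna1 and Ctnnb1 had log2 fold changes of -0.10 (adjusted p = 0.362) and -0.13 (adjusted p = 0.204), both from the same test, and both passed the threshold without sgControl replicate 1 (adjusted p = 0.00246 and 0.00162), in ranges over the alternatives from 0.00246 to 0.724 and from 0.00162 to 0.452. Of the EMT transcription factors, Tcf4 fell with a log2 fold change of -0.61 (adjusted p = 5.20e-04 from the same test). Twist1 (-0.32), Snai2 (-0.0035), Zeb1 (0.05), Zeb2 (0.16) and Twist2 (0.19) had log2 fold changes that did not pass the threshold, and those of Snai2 and Zeb1 changed direction when single libraries were left out.

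**Figure D2:**
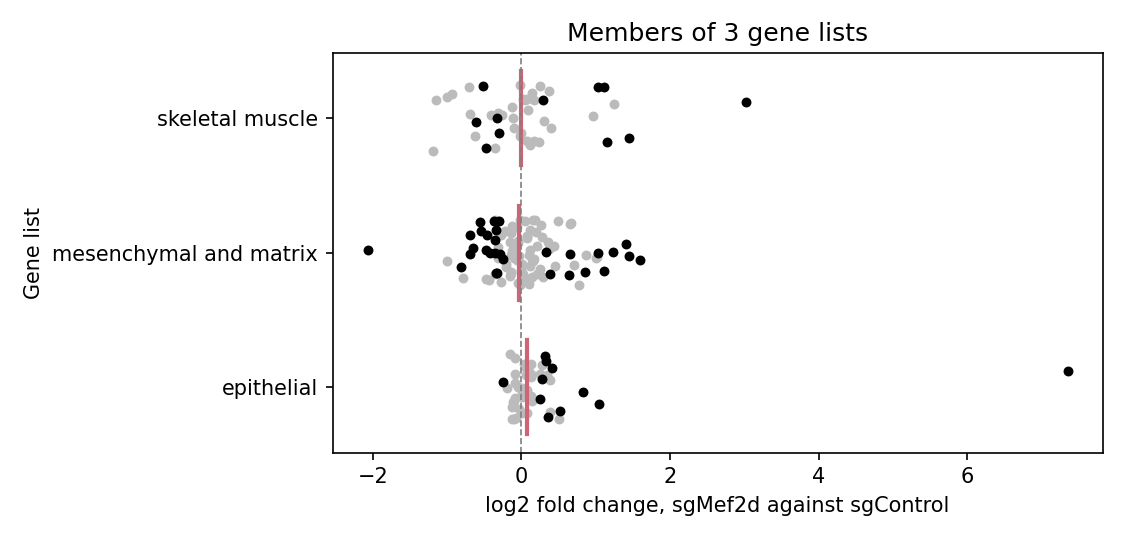
Log2 fold change of sgMef2d against sgControl for the tested members of 3 gene lists, with a black point for a gene with an adjusted p below 0.05, a grey point for the others and a red line at the median of the list. The median lies at -0.0037 in the skeletal muscle list, -0.03 in the mesenchymal and matrix list and 0.07 in the epithelial list, and the point farthest to the right is Krt5, whose fitted value depends on an sgControl level near 0.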

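Of the other lists, the interferon response list had the highest score, with an NES of 2.76 and a median log2 fold change of 0.40 over 52 genes, 47 of them higher in sgMef2d. Over all genes tested, 26 of these genes were higher past the threshold of edgeR's quasi-likelihood test and 1 was lower. The list of MYC and ribosome biogenesis genes had an NES of 2.46, with 58 of 63 genes higher and a median log2 fold change of 0.13, and the list of E2F and cell cycle genes an NES of 2.37, with 73 of 84 genes higher and a median of 0.10. These 3 lists reached the smallest p that the gene permutations can give, 0.0002, which was 0.0005 after adjustment. The p53 target list had an NES of 1.79 (adjusted p = 0.0134) and 21 of 31 genes higher. The p53 list kept its call under fry (adjusted p = 0.0447), but not ranked by log2 fold change (0.286) or under camera with the correlation estimated (0.207). The oxidative phosphorylation list had an NES of 1.96 (adjusted p = 8.25e-04) and 62 of 70 genes higher, with a median log2 fold change of 0.08, and it lost its call under fry (adjusted p = 0.469), without sgControl replicate 3 (0.138), and once each library's trend with transcript length and GC content was removed (0.295), an alternative chosen after seeing the data. Over all alternatives, its adjusted p ranged from 0.0004 to 0.741. The cholesterol synthesis list had an NES of -1.86 (adjusted p = 0.00198), with 24 of 25 genes lower. This list also kept its call under fry (adjusted p = 5.26e-04), but not ranked by log2 fold change (0.0621) or under camera with the correlation estimated (0.104). The list of YAP/TAZ targets had an NES of -1.47 (adjusted p = 0.0564) and 16 of 25 genes lower, and its adjusted p was 0.0447 under fry and 0.0106 without sgControl replicate 1, in a range over the alternatives from 0.0106 to 0.313. The members with the smallest p included Isg15 (log2 fold change 1.54), Cdkn1a (0.52), Myc (0.30), Tk1 (0.30) and Idi1 (-0.33), each past the threshold of the quasi-likelihood test, Idi1 not without sgControl replicate 2 (adjusted p = 0.0538).

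Among genes of the pathways the paper follows in these cells, Akt1 and Akt2 had log2 fold changes of 0.05 and 0.10, Mapk3 of 9.66e-04, and Yap1 and Wwtr1 of 0.08 and -0.11. None of these 5 passed the threshold of the quasi-likelihood test. Without sgControl replicate 1, Wwtr1 passed it (adjusted p = 0.0206), and over the alternatives that were run for Wwtr1 and allow a test its adjusted p ranged from 0.0206 to 0.745. The direction of Mapk3 changed when single libraries were left out. RNA levels do not show the phosphorylation or the localization of the proteins. From its RNA-seq analysis, the paper proposes that deregulated oncogenic pathways connect the loss of MEF2D with tumorigenesis.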

Taken together, our RNA-seq analysis suggested that the loss of MEF2D contributes to tumorigenesis through the deregulation of several interconnected oncogenic signaling pathways.

### 2.6. Low Expression of MEF2D in Triple-Negative Breast Cancer Patients Was Correlated with Poor Breast Cancer Outcomes

To confirm our findings in human breast cancer, we conducted a real-time qRT-PCR analysis on a set of well-characterized breast cancer cell lines. As shown in Figure 6A, the MEF2D expression was significantly lower in triple-negative breast cancer (TNBC) cells compared with normal (MCF10A) or estrogen-receptor-positive (ER+) breast cancer cells. We further analyzed the MEF2D mRNA expression levels in the TCGA breast cancer (BRCA) cohort using the UALCAN data analysis portal [28,29]. Consistently, we found that the expression of MEF2D was significantly lower in the TNBC samples compared with the normal breast tissue samples (Supplementary Figure S2B). Further analysis revealed that MEF2D expression was lower in several TNBC subtypes, including the TNBC basal-like 2 (BL2), TNBC immunomodulatory (IM), TNBC luminal androgen receptor (LAR), TNBC mesenchymal (M), and TNBC unstable (UNS) subtypes (Figure 6B). Finally, to determine whether MEF2D expression correlates with breast cancer patients’ outcomes, we analyzed the correlation between the MEF2D mRNA expression level and breast cancer patients’ survival using the Kaplan–Meier plotter [28]. As expected, we found that a low expression of MEF2D was correlated with a worse overall and relapse-free survival in breast cancer patients (Figure 6C,D).

## 3. Discussion

MEF2D is deregulated in different neoplasms and is associated with tumor progression and poor prognoses [3]. However, the direct role of MEF2D in breast cancer development and progression is poorly understood. In the present study, we showed that the perturbation of MEF2D leads to neoplastic transformation and mammary tumorigenesis through multiple potential mechanisms, including the activation of the AKT/ERK signaling pathway, induction of EMT, and loss of contact inhibition induced by YAP activation.

Many studies, including research conducted in our laboratory, have shown that EMT plays an important role in triggering tumor invasion and metastasis [30,31]. We found that the loss of MEF2D enhanced cell migration and EMT, as evidenced by the results of the cell migration and wound healing assays, and typical morphological changes. Consistent with these findings, the loss of MEF2D repressed the expression of epithelial-specific genes, such as E-cadherin and β-catenin, or induced the expression of mesenchymal-specific genes, and it decreased the expression levels of membrane-bound E-cadherin and β-catenin. It is interesting to note that, MEF2C, one of the members of the MEF2 family, was recently reported to be involved in the development of breast cancer brain metastases (BCBM) [32]. Together with our findings, this suggests that MEF2 family members may play crucial roles in breast cancer progression and metastasis.

It has long been recognized that the cell–cell adhesion molecule E-cadherin is an important tumor suppressor. The downregulation or loss of E-cadherin is a critical step in initiating the EMT, which enhances the invasive and metastatic abilities of breast cancer cells [33,34]. However, the overexpression of MEF2D has also been shown to induce the EMT in colorectal cancer, potentially through the transcriptional activation of ZEB1 [16]. This discrepancy between studies indicates that the cancer driver function of MEF2D is cell-type-specific and context-dependent.

Breast cancer involves the dysregulation of a variety of signaling pathways that play key roles in disease progression and the development of treatment resistance. For example, signaling pathways such as Wnt/β-catenin, NF-κB, Notch, Hedgehog, TGF-β, and Hippo play crucial roles in maintaining the self-renewal capacity of breast cancer stem cells. Furthermore, genetic alterations in pathways such as syndecan-1-mediated signaling, hepatocyte growth factor receptor signaling, and growth hormone signaling contribute to the predisposition to breast cancer. Similarly, the activation of the PI3K, Stat3, and Ras signaling pathways has been associated with different subtypes of breast cancer. A thorough understanding of these signaling pathways is essential for the development of effective treatments for breast cancer.

In this study, we explored whether MEF2D, a common upstream molecule, modulates known oncogenic signaling pathways associated with breast cancer. Specifically, we found that the loss of MEF2D increased the levels of p-ERK and p-AKT, indicating that MEF2D knockdown potentially activates the AKT and ERK pathways. Furthermore, we found nuclear-localized YAP in MEF2D-depleted EpH4 cells, which indicates that YAP was aberrantly regulated under the MEF2D knockdown condition.

The Hippo signaling pathway was recently identified as one of the mechanisms regulating the loss of contact inhibition [35,36]. YAP/TAZ are transcriptional coactivators and key effectors of the Hippo pathway. Nuclear-localized YAP/TAZ activates cell proliferation and anti-apoptosis gene expression [37]. In ovarian cancer, it has been reported that MEF2D expression is associated with cisplatin resistance [38]. We have previously shown that abnormal activation of YAP/TAZ confers chemotherapy resistance in breast cancer [39,40]. Further investigation is warranted to determine whether MEF2D plays an essential role in chemotherapy resistance in breast cancer through the activation of YAP/TAZ signaling.

Several molecular mechanisms involved in the Hippo pathway regulate the loss of contact inhibition. First, the activation of canonical upstream MST1/2-LATS1/2 kinases phosphorylates YAP/TAZ, leading to the cytoplasmic sequestration and protein degradation of YAP/TAZ [35]. Second, adherens junctions and the cadherin–catenin complex interact with YAP/TAZ, leading to the YAP/TAZ nuclear exclusion of YAP/TAZ [41,42]. Third, cell shape and mechanotransduction regulate Hippo–YAP signaling [43]. In the present study, we observed reduced protein levels and the decreased membrane localization of E-cadherin and β-catenin proteins in MEF2D knockdown cells, which may have resulted in nuclear YAP localization.

Signaling pathways are highly interconnected, forming complex networks that allow cells to respond to various internal and external stimuli. Notably, the AKT and ERK signaling pathways can contribute to the regulation and activation of YAP. For example, when activated, the PI3K/AKT/mTOR pathway can inhibit the Hippo pathway, resulting in the dephosphorylation and activation of YAP. AKT can phosphorylate and inhibit components of the Hippo pathway, such as LATS1/2 (large tumor suppressor kinase 1 and 2), preventing them from phosphorylating and inhibiting YAP. Consequently, YAP remains unphosphorylated, allowing it to translocate into the nucleus and induce gene expression that promotes cell proliferation and survival. Similarly, the ERK signaling pathway, which is part of the MAPK pathway, may also interact with the components of the Hippo pathway. Activated ERK can lead to the phosphorylation of specific proteins that regulate the Hippo pathway, thus influencing YAP activity. The direct mechanisms by which ERK influences YAP can be context-dependent and may involve multiple potential intermediates, warranting further investigation.

The identification of potential TSGs, such as MEF2D, provides the opportunity to develop drugs that target specific driver genes in breast cancer. Since oncogenes function through a gain of function (by being overly active or overly abundant), drugs have been designed to inhibit these activities. Conversely, TSGs contribute to cancer through loss of function. When tumor suppressor genes are mutated or deleted, their protective functions are lost or diminished. This lack of function does not present a direct “target” for traditional small-molecule drugs or antibodies because there is no excess activity to inhibit. Due to the complexity of restoring or compensating for lost tumor suppressor function, an alternative strategy is to target the pathways it normally regulates. The identification of therapeutic vulnerabilities based on deregulated signal transduction pathways has facilitated the development of highly effective targeted drugs. In this regard, we identified several oncogenic signaling pathways that can be targeted, warranting further investigation in breast cancer tumors with deregulated MEF2D.

In summary, our findings indicated that the genetic perturbation of MEF2D led to the transformation of MECs in vitro and the development of mammary tumors in vivo. Consistent with these findings, the expression of MEF2D mRNA was significantly lower in TNBCs compared with normal breast tissue in the TCGA cohort dataset. Furthermore, the low expression of MEF2D was correlated with a poor overall survival and recurrence-free survival in breast cancer patients. Hence, this study provides compelling evidence supporting the role of MEF2D as a promising target for the development of new therapeutic strategies in not only breast cancer, but also other types of cancer.

## 4. Materials and Methods

### 4.1. Cell Culture and Transfection

EpH4 and HC11 cells were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA), and 293FT cells were purchased from Thermo Fisher Scientific (Grand Island, NY, USA). The cells were grown in Dulbecco’s Modified Eagle Medium (DMEM) growth media with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin (10,000 U/mL) (Gibco; Grand Island, NY, USA) and incubated in 5% CO_2_ at 37 °C. Lentiviral particles expressing Cas9, sgControl, or sgMEF2D were generated in the 293FT cells by co-transfecting the Cas9-expressing vector or single-guide RNA (sgRNA) constructs with ecotropic packaging plasmids in accordance with standard protocols. The virus-containing medium was harvested 48 h after transfection. 

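The sgRNA sequences listed by the paper were matched to the transcripts of the GENCODE M21 annotation of the mouse genome build GRCm38. Mef2d (ENSMUSG00000001419.17) is a protein-coding gene on the forward strand of chromosome 3, from 88142372 to 88172086. The annotation holds 4 coding Mef2d transcripts, which encode 506 to 514 codons. sgMEF2D-#1 (CATCAGTCCAAACTTCCGCT) matched all 4 of them over its 20 bases, on the strand opposite to the transcript, at 88156335 to 88156354. This site lies in the coding part of exon 3 and is followed by TGG, the protospacer adjacent motif that Cas9 needs beside its target. The predicted cut falls in codon 24. sgMEF2D-#2 (TGCAGGTGACCTTCACCAAG) had no full match in the annotated transcripts. Its last 15 bases matched the first 15 bases of exon 3, from 88156322 to 88156336, followed by the motif CGG, and the predicted cut falls in codon 23. The 5 bases before them would lie in the intron, whose sequence was not used here. The sgControl sequence (GCGAGGTATTCGGCTCCGCG) matched 0 of the 4 coding Mef2d transcripts.

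**Figure D3:**
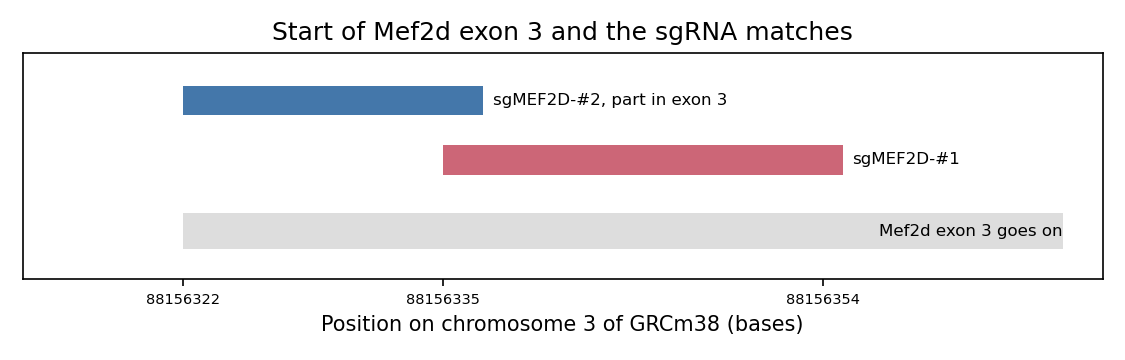
Position of the sgRNA matches at the start of Mef2d exon 3 on chromosome 3 of GRCm38, in bases. The coloured bars are the matched bases of each sgRNA and the grey bar is the exon, and the match of sgMEF2D-#2 ends at 88156336, inside the start of the match of sgMEF2D-#1.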

Cas9-containing virus particles were used to infect the EpH4 or HC11 cells, and stable clones were then selected after incubation in 5 ug/mL of blasticidin for five days. sgCon or sgMEF2D virus particles were used to infect the Cas9-expressing EpH4 or HC11 cells, and the stable clones were selected after incubation in 2 ug/mL of puromycin for five days; these cells were used for further functional analysis.

The sgRNA target sequences were as follows (Table 1):

siControl, siYAP#1 (hs.Ri.YAP1.13.1) and siYAP#2 (hs.Ri.YAP1.13.2) were purchased from Integrated DNA Technologies (IDT; San Diego, CA, USA). DharmaFECT™ 1 (Horizon Discovery, Lafayette, LA, USA) was used to transfect siRNAs into the cells according to the manufacturer’s instructions.

### 4.2. Immunoblot

A Western blot analysis was performed as described previously [44]. Briefly, cell lysates were harvested in a RIPA buffer (Boston Bio-Products, Milford, MA, USA) in the presence of protease and phosphatase inhibitors (Thermo Fisher Scientific, NY, USA), and the protein concentration was determined. Approximately 50 μg of protein lysate was loaded and separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), and then the product was transferred onto polyvinylidene fluoride (PVDF) membranes (EMD Millipore, Burlington, MA, USA). The transferred PVDF membranes were blocked by 5% milk at room temperature for 1 h and incubated overnight with a specific primary antibody at 4 °C. Next, the membranes were washed three times with tris-buffered saline with Tween (TBST) and incubated with horseradish peroxidase (HRP)-congregated anti-mouse or anti-rabbit secondary antibody (Bio-Rad, Hercules, CA, USA) for 1 h at room temperature. Proteins were detected using an ECL (enhanced chemiluminescence) Western blotting substrate (Thermo Fisher Scientific, NY, USA). The following antibodies were used in this study: MEF2D, E-cadherin, and β-catenin antibodies (BD Biosciences, Milpitas, CA, USA); vimentin, AKT, p-AKT, ERK, and p-ERK antibodies (Cell Signaling Technology, Danvers, MA, USA); GAPDH (UBPBio, Dallas, TX, USA); β-actin (Abcam, Waltham, MA, USA); and anti-bromodeoxyuridine (Brdu) (G3G4) antibodies (Developmental Studies Hybridoma Bank, Iowa City, IA, USA).

### 4.3. Cell Proliferation Assay

The cells were seeded in 96-well plates with 1500 cells per well and cultured for 1–7 days. Then, 10 μL of resazurin solution (Sigma, Saint Louis, MO, USA) was added to the medium of each well (final concentration = 44 µm) and incubated for 4 h at 37 °C. Absorbance was measured at 560 nm and 590 nm with a plate reader.

### 4.4. Soft agar Assay

A total of 2 mL of 0.5% agar was added to six-well plates as the base layer, and 2.0 × 10^4^ cells were seeded in 0.4% top agar (1.5 mL per plate). In addition, 1 mL of medium with 0.4% agar was added to the top of each plate every five days for two weeks. The colonies were stained with 0.02% iodonitrotetrazolium chloride solution (Sigma-Aldrich, Saint Louis, MO, USA), photographed, and counted.

### 4.5. Immunofluorescence Staining Assay

Cells grown on glass coverslips were fixed with 4% paraformaldehyde and permeabilized with 0.1% Triton X-100. Then, the cells were blocked with 2% bovine serum albumin (BSA) and incubated with anti-Brdu, anti-YAP, anti-E-cadherin, or anti-β-catenin antibodies overnight at 4 °C. After three washes with phosphate-buffered saline (PBS), the cells were incubated with Alexa Fluor 488-conjugated anti-mouse secondary antibody or Alexa Fluor 594-conjugated anti-rabbit secondary antibody (Thermo Fisher Scientific, NY, USA) for 1 h at room temperature. DAPI (4ʹ,6-diamidino-2-phenylindole) was used to stain the cell nuclei. Images were captured using a Leica fluorescent microscope (Leica Microsystems, Inc., New York, NY, USA).

### 4.6. Quantitative Reverse Transcription PCR (qRT-PCR)

The total RNA was extracted from the cells with TRIzol, and the cDNA was synthesized using a first-strand cDNA synthesis kit (GE Healthcare, Chicago, IL, USA) according to the manufacturer’s protocols. Real-time PCR reactions were performed using SYBR Green PCR master mix (Applied Biosystems, New York, NY, USA) on the ABI Prism 7900 HT system (Applied Biosystems). The experiments were repeated in triplicate, and the relative gene expression was calculated using the ΔΔCt method and standardized to the levels of GAPDH. The primer sequences (F, forward; R, reverse) were as follows (Table 2):

### 4.7. 3D Morphogenesis Assay

The cells were seeded in 8-well 3D culture chambers (Thermo Fisher Scientific, NY, USA) with ~5000 cells per well and cultured in a growth-factor-reduced Matrigel matrix (BD Biosciences). Images were acquired and analyzed on the eighth day of the cell culture. Spheres and stellate branch structures greater than 50 μm in diameter were counted.

### 4.8. Tumor Growth Assay

All animal experimental protocols were approved by the Institutional Animal Care and Use Committee of the Roswell Park Comprehensive Cancer Center in Buffalo, NY, USA. For the tumor growth assay, 1 × 10^6^ cells were resuspended in PBS 1:1 mixed with Matrigel (BD Biosciences) and injected into the 4th mammary fat pad of 6–8-week-old SCID mice (n = 6 mice/group). The tumor size was monitored every seven days using a dial caliper and calculated using the following formula: volume = width^2^ × length × 1/2.

### 4.9. RNA Extraction and Transcriptome Profiling

The total RNA of the EpH4-sgControl or EpH4-sgMef2d cells was extracted using Trizol Reagent (Life Technologies, Grand Island, NY, USA) according to the manufacturer’s protocol. The RNAs were further processed for next-generation sequencing at Roswell Park’s genomics core facility. RNA sequencing (RNA-seq) reads that passed the quality filter from Illumina RTA were first processed using FASTQC (v0.10.1) for sequencing the base quality control. Then, the sample reads were aligned to the mouse reference genome (GRCm38) and GENCODE (version 22) annotation database using STAR2 [45]. A second round of quality control (QC) using RSeQC [46] was applied to the mapped bam files to identify potential RNA-seq library preparation problems. Gene-level raw counts were obtained by using the gene set enrichment analysis (GSEA) [47] pre-rank tool and were used to run the analysis, i.e., the ranked gene data that pre-filtered the low count genes. A pathway analysis was run against MSigDB, a collection of annotated and curated gene set repositories offered by the developer of GSEA (Broad Institute of MIT and Harvard). This particular run used three databases of the version 2023.2 collection, namely, the Canonical Pathway (CP), Hallmark Pathway, and Transcription Factor Targets (TFT).

### 4.10. Clinical Data Analysis

An MEF2D gene expression analysis was performed on the Cancer Genome Atlas (TCGA) breast cancer cohort using the University of Alabama at Birmingham Cancer (UALCAN) Data Analysis Portal [28,29]. The breast cancer patients’ survival analyses were performed using the Kaplan–Meier plotter [48].

### 4.11. Statistical Analysis

SPSS version 16 for Windows was used for the statistical analysis. Each experiment was independently repeated at least three times. The results are presented as the mean ± standard error of the mean (SEM). Statistical significance was evaluated by using a Student’s *t*-test (two-tailed) or one-way analysis of variance (ANOVA) to compare the different groups of data. A *p*-value < 0.05 was considered as statistically significant.

## Figures and Tables

**Figure 1:**
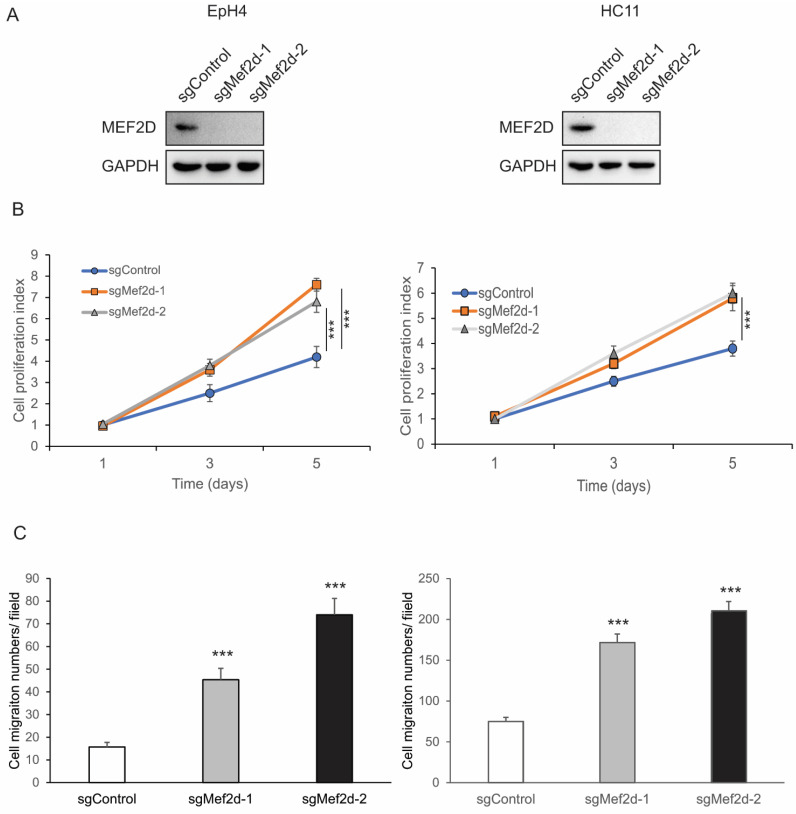
**Knockdown of MEF2D-increased cell proliferation and migration in murine EpH4 and HC11 cells.** (**A**) Immunoblots demonstrating the knockdown efficiency of MEF2D in EpH4 and HC11 cells. GAPDH was used as a loading control. (**B**) Data for cell proliferation assays performed at day 1, 3, and 5 in sgControl- or sgMEF2D-transduced EpH4 and HC11 cells. *** *p* < 0.001. (**C**) Quantification of results for Boyden chamber cell migration assays of sgControl or sgMEF2D EpH4 and HC11 cells. *** *p* < 0.001.

**Figure 2:**
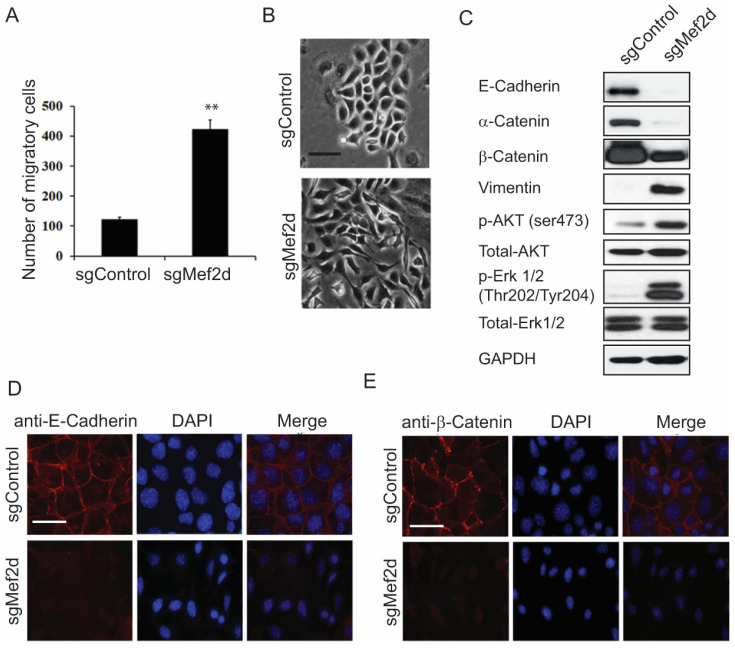
**Loss of MEF2D induced EMT.** (**A**) Quantification of wound healing assays demonstrated that loss of MEF2D increased EpH4 cell migration. ** *p* < 0.01. (**B**) Morphological changes showed MEF2D knockdown induced a typical epithelial to fibroblast-like mesenchymal phenotype on monolayer cultures. Scale bars = 200 µm. (**C**) MEF2D depletion resulted in loss of epithelial markers (E-cadherin, α-catenin, and β-catenin) and mesenchymal markers (vimentin), as well as activation of AKT/ERK. GAPDH was used as a loading control. The membrane-localized E-cadherin (**D**) and β-catenin (**E**) in sgMEF2D cells were down-regulated compared with control cells, as revealed by immunofluorescence microscopy. Scale bars = 50 µm.

**Figure 3:**
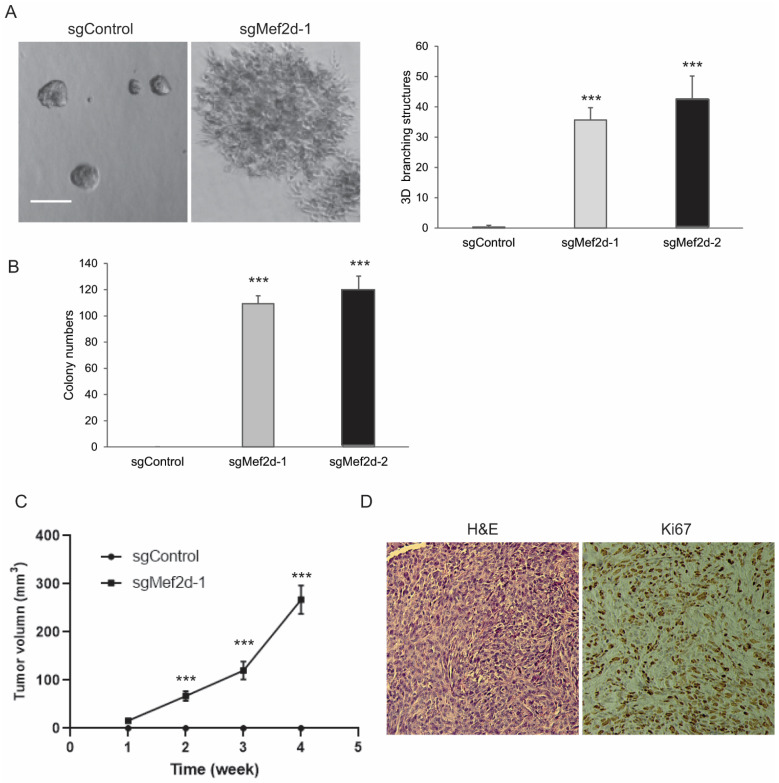
**Knockdown of MEF2D induced anchorage-independent growth of EpH4 cells in soft agar and tumor formation in vivo.** (**A**) Representative images and quantification of 3D acini formation of sgControl or sgMEF2D EpH4 cells. Scale bars = 200 µm. *** *p* < 0.001. (**B**) Quantification of colony formation in soft agar of sgControl or sgMEF2D EpH4 cells. Scale bars = 100 µm. *** *p* < 0.001. (**C**) sgControl or sgMEF2D cells were injected into 6–8-week-old SCID mice (n = 6). Tumor volumes were measured every 7 days. sgControl cells did not form tumors. *** *p* < 0.001. (**D**) Representative images of H&E and Ki67 immunohistochemistry (IHC) staining for sgMEF2D EpH4 cell-generated tumors (×200).

**Figure 4:**
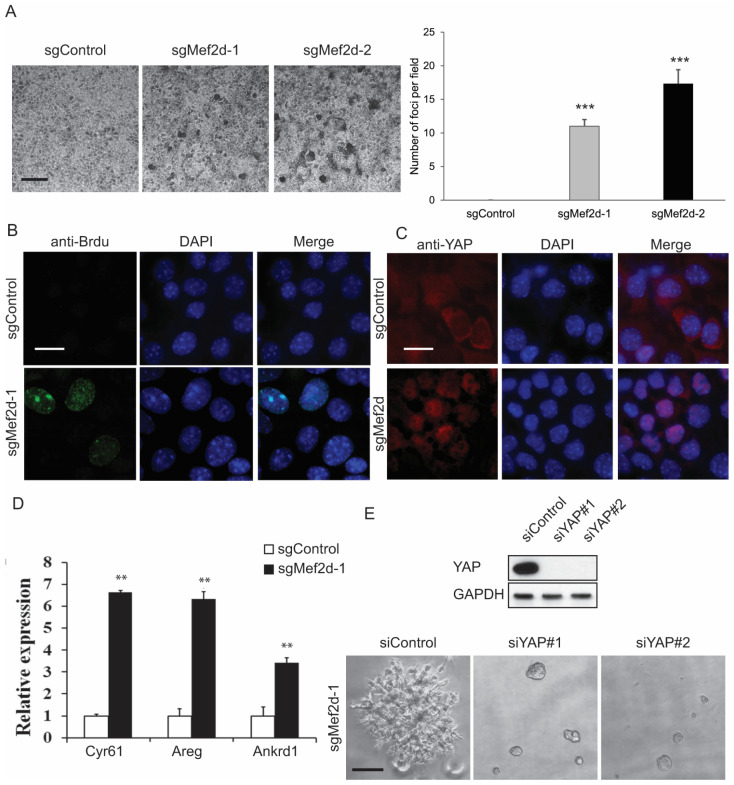
**MEF2D depletion promoted loss of contact inhibition through aberrant YAP activation.** (**A**) Representative images and quantification of foci formation in sgControl or sgMEF2D EpH4 cells. Scale bars = 200 µm. *** *p* < 0.001. (**B**) Immunofluorescence staining for Brdu in Brdu-labeled sgControl or sgMEF2D EpH4 cells. Scale bars = 25 µm. (**C**) Immunofluorescence staining for YAP in sgControl or sgMEF2D EpH4 cells. Scale bars = 25 µm. (**D**) Real-time qPCR analysis showed that MEF2D knockdown increased the mRNA expression of YAP/TAZ target genes Cyr61, Areg, and Ankrd1. ** *p* < 0.01. (**E**) Immunoblot detection of YAP knockdown efficiency by siRNA in sgMEF2D EpH4 cells. GAPDH was used as a loading control. Representative images and quantification of 3D acini formation of siYAP in sgMEF2D EpH4 cells. Scale bars = 100 µm.

**Figure 5:**
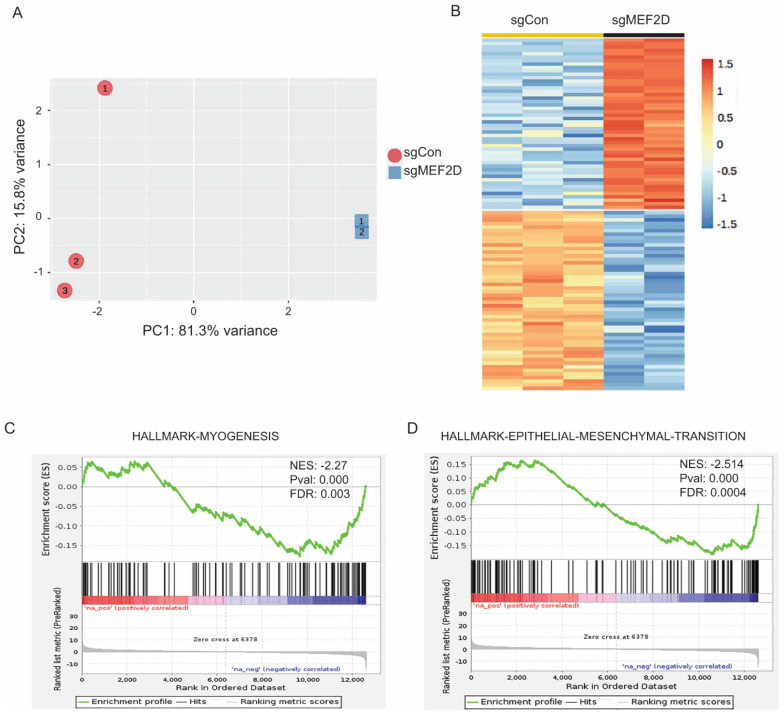
**RNA-seq analysis identified MEF2D-regulated gene expression and pathways.** (**A**) Principal component analysis (PCA) plot of the MEF2D-driven transcriptome in EpH4 cells. (**B**) Heatmap categorizing MEF2D up- or down-regulated gene expression. GSEA plots showing loss function of MEF2D reduced the myogenesis hallmark pathway (**C**); and reduced the EMT pathway (**D**).

**Figure 6:**
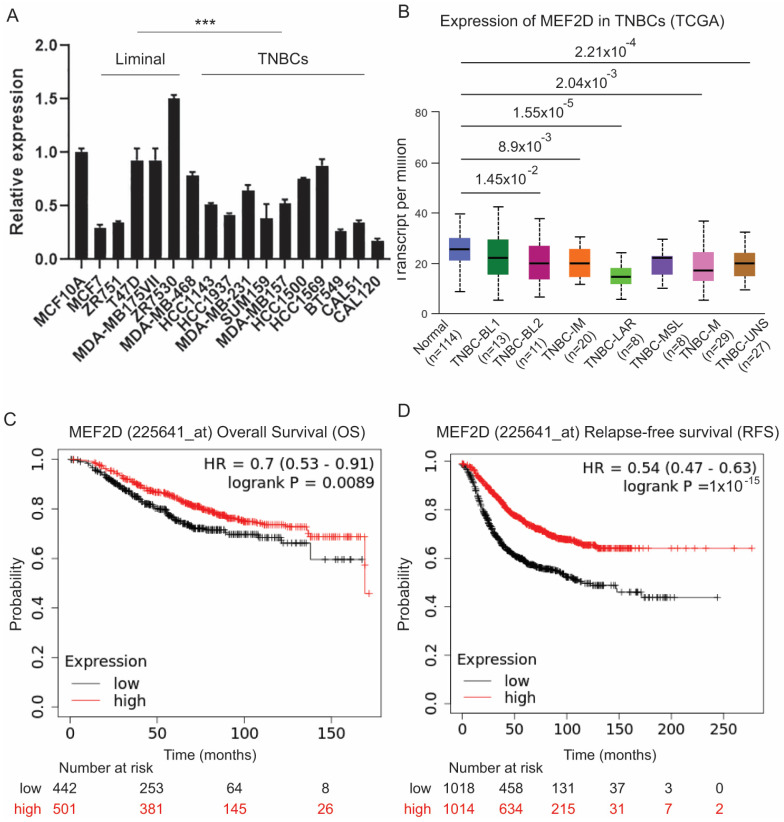
**Low MEF2D expression in TNBC and correlations with worse outcomes for breast cancer patients.** (**A**) MEF2D expression across a collection of different subtypes of breast cancer cell lines, including liminal and TNBC types. *** *p* < 0.001; one-way ANOVA analysis. (**B**) MEF2D expression was analyzed in TNBC subtypes using UALCAN. Correlations of MEF2D expression with overall survival (OS) (**C**) and relapse-free survival (**D**) in breast cancer patients obtained with Kaplan–Meier plots.

**Table 1:** **sgControl and sgMEF2D sequenses**.

	sgRNA Sequences
sgControl:	GCGAGGTATTCGGCTCCGCG
sgMEF2D-#1:	CATCAGTCCAAACTTCCGCT
sgMEF2D-#2:	TGCAGGTGACCTTCACCAAG

**Table 2:** **qPCR primer sequences.**

qPCR Primers	Forward	Reverse
Mouse		
Cyr61	CCA GTG TAC AGC AGC CTA AA	CTG GAG CAT CCT TAA GTA A
Areg	CCA TCA TCC TCG CAG CTA TT	CTT GTC GAA GCC TCC TTC TT
Ankrd1	GCCTACAAGAACTCTCGCATA	GTT GCT CTT CTG TTG GGA AAT G
Gapdh	AAC AGC AAC TCC CAC TCT TC	CCT GTT GCT GTA GCC GTA TT
Human		
MEF2D	CGAGAT CGC ACT CAT CAT CTT	TCG TGT GGC TCA TTG TAC TC
GAPDH	GTGAAGGTCGGAGTCAACGG	GAGGTCAATGAAGGGGTCATTG

## Data Availability

The raw RNA-seq data presented in the study were deposited in the Gene Expression Omnibus (GEO) repository (GSE267037). The original contributions presented in the study are included in the article/Supplementary Material, further inquiries can be directed to the corresponding author/s.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25105207/s1.

# Supplementary material for: MEF2D Functions as a Tumor Suppressor in Breast Cancer
**Source:** Int J Mol Sci. 2024 May 10;25(10):5207. doi: 10.3390/ijms25105207
**Supplement:** Supplementary file 1

## Supplemental Figures and Figures Legends

A

EpH4

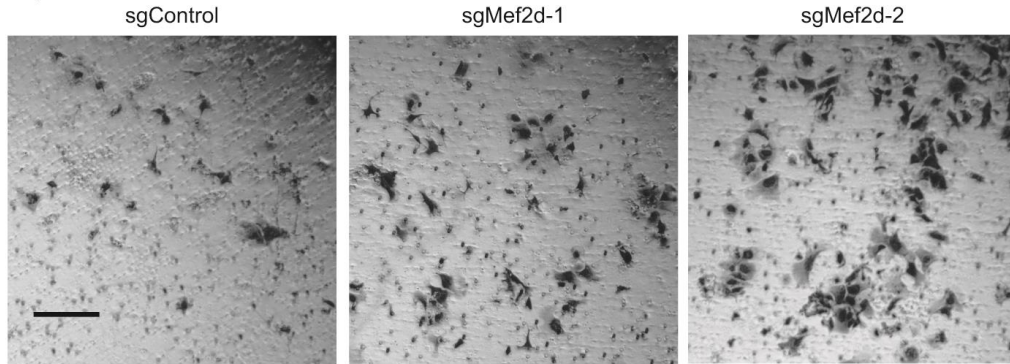

B

HC11

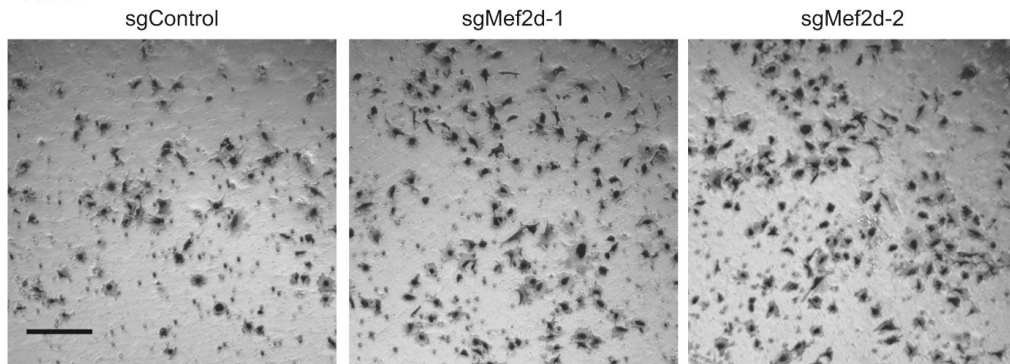

C

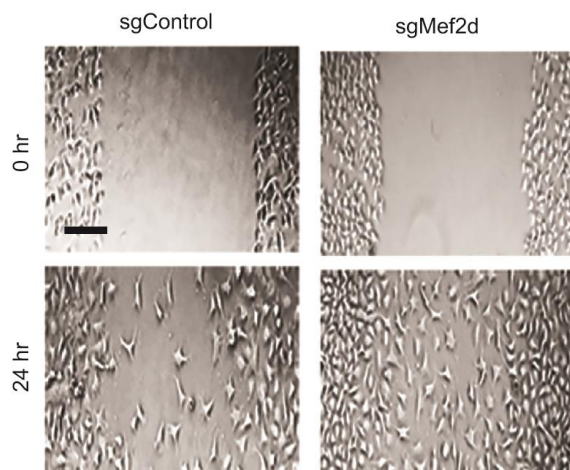

**Figure S1. Knockdown of MEF2D increased cell migration in murine EpH4 and HC11 cells.** **A.** Representative images of Boyden chamber cell migration assays with sgControl or sgMEF2D EpH4 cells. Scale bar=100 $\mu$ m **B.** Representative images of Boyden chamber cell migration assays with sgControl or sgMEF2D HC11 cells. Scale bar=100 $\mu$ m **C.** Representative images of wound healing assays demonstrated that loss of MEF2D increased EpH4 cell migration. Scale bar=100 $\mu$ m

A

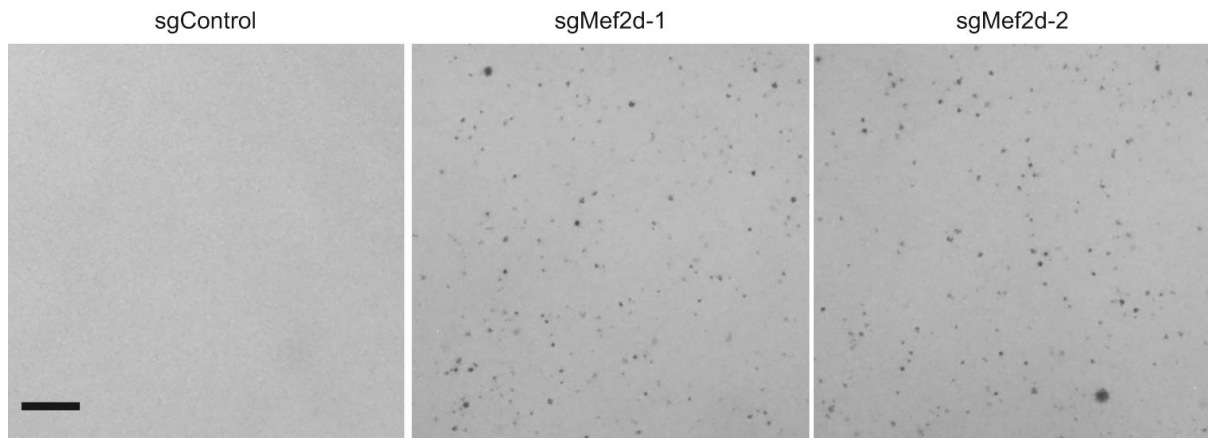

B

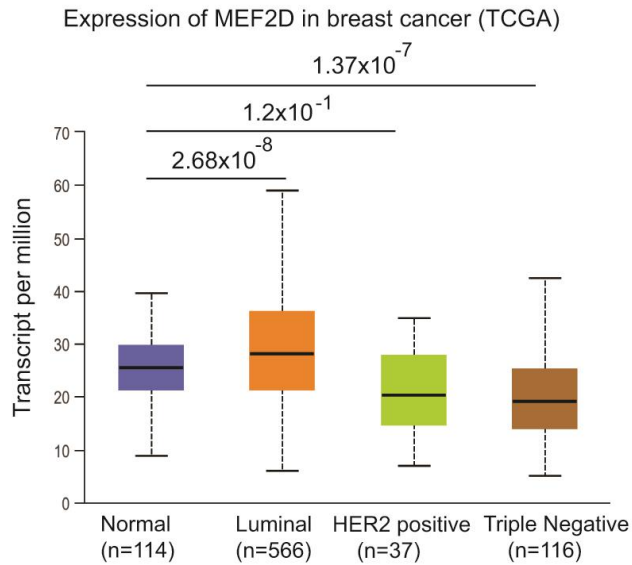

**Figure S2. Knockdown of MEF2D increased colony formation in soft agar.** A. Representative images of colony formation in soft agar for sgControl or sgMEF2D Eph4 cells. Scale bar=1mm B. MEF2D expression was analyzed in different subtypes of TCGA breast cancer patient samples in UALCAN.

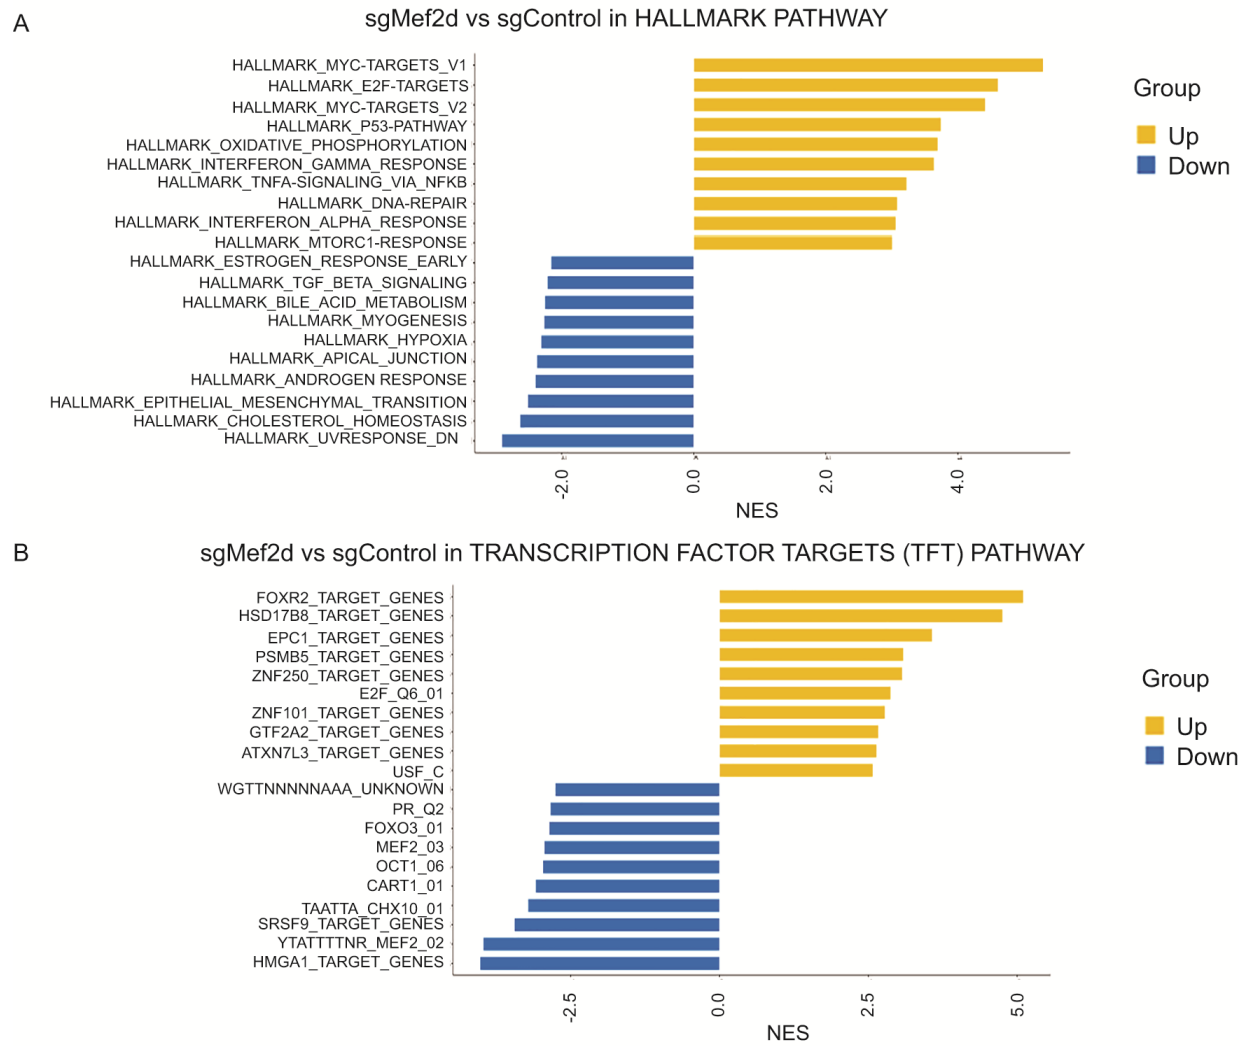

**Figure S3. GSEA analysis identified MEF2D regulated pathways. A.** sgMef2d- versus sgControl-regulated hallmark pathways. **B.** sgMef2d versus sgControl transcription factor target (TFT) pathways.

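Supplementary Figure S3 shows the sets of an enrichment analysis run on a ranked list of genes. A set's score reflects where its members lie in the ranking, and a transcription factor target (TFT) set groups genes by the factor taken to regulate them. The transcription factor target sets were not used here. The part of Supplementary Table S1 in hand holds only Hallmark sets with a positive NES, so the negative sets of the paper were not seen there. In this part, the paper's reported NES is 5.30 for MYC targets V1 (191 genes), 4.61 for E2F targets (190 genes), 3.75 for the p53 pathway (175 genes), 3.70 for oxidative phosphorylation (173 genes) and 3.64 for the interferon gamma response (153 genes). In the Reactome sets tested on the deposited counts, translation had an NES of 2.52 over 141 genes, mitochondrial translation of 2.39 over 87 genes and mitotic cell cycle of 1.65 over 378 genes. Each had an adjusted p of 0.00193, from the smallest p that the gene permutations can give. None of them kept its call under fry, with adjusted p values of 0.369, 0.369 and 0.154. Interferon gamma signaling had an NES of 2.02 over 57 genes (adjusted p = 0.00597), and cholesterol biosynthesis of -1.79 over 22 genes (adjusted p = 0.0138), both from gene permutations. Under fry, cholesterol biosynthesis kept its call (adjusted p = 0.0470) and interferon gamma signaling did not (0.0729). Interferon alpha and beta signaling, with an NES of 1.50 over 12 genes, did not pass the threshold (adjusted p = 0.149 from gene permutations). The sets for PIP3 and AKT signaling (NES -1.29) and Hippo signaling (NES -1.23) did not pass the threshold, with adjusted p values of 0.194 and 0.330 from gene permutations. Without sgControl replicate 1, the PIP3 and AKT set was lower and passed it (adjusted p = 0.0137), in a range over the alternatives from 0.0137 to 0.994. The paper's reported NES for its PI3K, AKT and mTOR signaling set, which is another set of genes, is 1.48 with a false discovery rate of 0.114.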

How the deposited data were processed for this re-analysis (not part of the article)

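RNA of Cas9-expressing EpH4 cells with a control sgRNA (3 libraries) or an sgRNA against Mef2d (2 libraries) was measured. The authors processed the reads with FASTQC, STAR2 on GRCm38 and RSeQC, and deposited raw counts per gene, as whole numbers without normalization. The methods give GENCODE version 22, while the gene identifiers of the deposited counts matched GENCODE M21, a mouse release on the same build: 12934 of 12934 identifiers matched, 12811 with the same version. Every gene listed had at least 11 counts in a library, so the authors' low-count filter had already been applied and cannot be undone here, and the library totals cover the listed genes only. Of the columns of per-sample values, 0 were left unused, and 0 of the entries lacked a gene name.

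From the deposited counts, edgeR 4.0.16 in R 4.3.3 gave TMM normalization, with factors between 0.996 and 1.00, and the quasi-likelihood test in its bias-adjusted form, with the legacy form, which is the default of this edgeR version, as an alternative. Genes passed the expression filter with its default settings by condition, which left 12483 genes, and the adjusted p below 0.05 (Benjamini-Hochberg) was the threshold. The common dispersion was 0.00369. The libraries were grouped by the condition in their labels, and no replicate block was used. Library totals between 13601145 and 20498563 make counting error small for most genes, while genes near 3 counts are limited by it. Intervals and limits cover counting and replicate error as fitted, and PCR copies were not identified.

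The log2 CPM values used a prior count of 2, and the principal components used the 500 most variable genes, centred and not scaled. Gene sets were tested with fgsea 1.28.0 (10000 gene permutations, weight 1, sets of 10 to 500 genes), and with camera and fry of limma 3.58.1 as alternatives, camera with a preset correlation of 0.01 and with the correlation estimated. Camera with its preset correlation and fry together kept 6 of the 10 lists. The 10 lists (skeletal muscle, mesenchymal and matrix, epithelial, YAP/TAZ targets, MYC and ribosome biogenesis, E2F and cell cycle, cholesterol synthesis, interferon response, p53 targets, oxidative phosphorylation) were compiled before the data were examined, and 30 Reactome sets were chosen then, of which the set for striated muscle contraction had too few genes. A list of 60 genes of basal and stratified keratinocytes was compiled after the largest changes had been seen. The genes named were taken from the genes the paper names for these cells that are listed, not all of which are reported, the 5 highest and 5 lowest genes past the threshold with an average log2 CPM of at least 4 and both sgMef2d libraries on one side of the sgControl libraries, and of each list the member with the smallest p. Chromosome medians were compared by 10000 permutations of genes over chromosomes. Shared sequence between named genes and other genes was counted in 50-base words of the annotated transcripts.

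Alternatives set before the data were examined were other normalizations, DESeq2 1.42.0, limma-voom, other filters and thresholds, other rankings and set tests, other gene numbers and scalings for the principal components, a replicate block and leaving out each library. Alternatives chosen after seeing the data were DESeq2 and limma-voom at an unadjusted p below 0.05, the removal of each library's trend with transcript length and GC content (a loess fit with a span of 0.3), and the principal components without each library. The scripts were tested on simulated counts drawn with the mean level of each gene, the library sizes and the fitted dispersions. Of 200 genes changed by known amounts, 170 were recovered, with 8 calls among 12283 unchanged genes. With no gene changed, 0 of 12336 genes were called and 594 had an unadjusted p below 0.05. All 4 set tests recovered 2 of 2 changed lists and called 0 of 8 unchanged lists. A chromosome shifted by 0.3 was recovered with a median of 0.29 over 836 genes, but 3 of 20 unshifted chromosomes were called beside it, so small chromosome shifts are read with their size, and with no gene changed 0 of 21 were called. A simulated length trend gave 4412 calls among 12313 genes, and 0 once the trend was removed. The Hallmark and transcription factor target sets and the genome sequence were not used here.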

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

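The tests in this part were chosen after the results were seen, and the list of keratinocyte genes was compiled after the largest changes had been seen. Signals appeared in sgMef2d among genes the paper does not discuss, above their level in the control libraries. Krt5, with 3, 0 and 1 counts in sgControl replicates 1, 2 and 3, had 260 and 211 counts in sgMef2d, at least 67.1-fold higher than a count of 3 allows. Krt6a, which was detected in every sgControl library (4.22 CPM on average), had a log2 fold change of 5.07 between the groups. In all, 14 genes had at most 3 counts in every sgControl library and were past the threshold and higher in sgMef2d. Among these 14, chosen after their values were seen, were Krt6b, Sprr1b, Serpinb10 and Serpinb2, and the last pair overlap on the same strand.

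Several of these genes are among those compiled here for basal and stratified keratinocytes. Of the 60 genes compiled for these cells, 51 were tested, with a median log2 fold change of 0.39, 46 higher and 5 lower, an NES of 3.02 (unadjusted p = 0.0002, the smallest that the permutations can give), and 29 higher and 2 lower past the threshold. Of the 51, 33 reached 10 CPM on average in sgControl, so the control cells express many of them, and 17 are in another of the lists. No list for the basal cells of mammary epithelium was tested, so this result does not tell keratinocytes from such cells. Reads shared between near-identical keratins would leave the other genes unchanged. The 28 tested genes that are no keratins and had not been looked at before the list was compiled had a median log2 fold change of 0.30, 24 higher and 4 lower. Their NES was 2.33 (unadjusted p = 4.07e-04 from gene permutations), which argues against shared reads as the whole cause. Of these 28, 9 are in another of the lists, and Sprr1b is also among the genes named above that started near 0. Krt6a and Krt6b themselves share much sequence, and how their reads divide between them stays open. Basal keratinocytes mixed into the sgMef2d cultures would bring Krt5 with its partner Krt14. Krt14 rose from 439 to 902 CPM, a gain of 463 CPM, and Krt5 gained 14.7 CPM, 3.17% of that. The ratio of Krt5 to Krt14 in such cells was not measured here and the control cells already express Krt14, so a small admixture of such cells cannot be told apart from a change within the sgMef2d cells for the genes that start near 0. A small share of any other cells could not lower a gene by more than it dilutes it. A share of 20% lowers a gene by 0.32 on the log2 scale, while 182 of the 534 lower genes had a 95% interval wholly below that fall, which argues against dilution by a share up to that size as the cause of these falls. A change within the sgMef2d cells, from the loss of MEF2D or from the selection of the cells, remains open as a hypothesis. It could not be told from these libraries, since no selected population was measured under both conditions.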

How the results depend on the processing

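The alternatives named as chosen after seeing the data were added then, and the others were set before the data were examined. The count of 992 genes stayed in the same range under another normalization (984 to 992), DESeq2 (793), limma-voom (942), the legacy quasi-likelihood form (983), and no filter or a stricter filter (993 and 905). It was 2901 at an unadjusted p below 0.05, 215 with an absolute log2 fold change of at least 1, and 422 at an adjusted p below 0.01. In alternatives chosen after seeing the data, it was 2097 with DESeq2 and 2857 with limma-voom at an unadjusted p below 0.05, and 1611 once the trend with transcript length and GC content was removed, with 940 of the 992 genes among them. Across the 3 fits that each left out an sgControl library, it ranged from 603 to 3639 genes, and the highest was the fit without replicate 1. The cause was not tested, apart from the thresholds, which by construction pass more or fewer genes. In the fit without replicate 1, the sgControl pair left had a chi-square per degree of freedom of 1.98, against 10.3 and 13.3 for the pairs with replicate 1. Gapdh also passed the threshold in that fit (adjusted p = 2.94e-07 from the quasi-likelihood test). Its calls therefore rest on a smaller spread and are not firmer than those with all libraries. Leaving out an sgMef2d library leaves a single library, so no count was made. Another normalization moved the median of all genes by less than 0.01 on the log2 scale. The log2 fold change of Mef2d ranged from -0.19 to -0.060 with each library left out, and it passed the threshold without sgControl replicate 1 and under none of the other alternatives that were run for this gene and allow a test.

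The share of PC1 was 83.7% with a variance stabilizing transformation, 56.7% over all genes tested, 85.3% over 100 genes, 58.3% with scaled genes, and from 63.6% to 78.3% with each library left out, an alternative chosen after seeing the data. The cause was not tested.

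Of the 10 lists, 4 passed the threshold when ranked by log2 fold change and 1 under camera with the correlation estimated. The mesenchymal and matrix list turned positive when ranked by log2 fold change (adjusted p = 0.195), and it lost its call under camera (0.585, and 0.781 with the correlation estimated) and under fry (0.661). With each sgControl library left out, its adjusted p ranged from 0.0004 to 0.0645. The skeletal muscle list turned negative at weight 0 (adjusted p = 0.0427). Of the 29 Reactome sets, 5 passed when ranked by log2 fold change, 2 under fry and 0 under camera with the correlation estimated. Ranked by log2 fold change, the direction turned for myogenesis and TGF-beta receptor signaling in EMT (adjusted p = 0.721 for both) and for PIP3 and AKT signaling (0.652). At weight 0 it turned for extracellular matrix organization (0.0225), whose adjusted p ranged from 0.00129 to 0.00989 with each sgControl library left out, with the direction turned without replicate 1. The TGF-beta set also turned under camera (0.990, and 0.994 with the correlation estimated), fry (0.956), the trend removed (0.921) and each sgControl library left out (0.610 to 0.988). The cause was not tested.

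Among the genes of the paper that did not pass the threshold, signs near 0 turned. Snai2 was at 9.93e-04 with upper quartile normalization and 0.0012 with DESeq2, Stk4 at 0.0016 with upper quartile normalization, and Mapk3 at -4.22e-05 with DESeq2's size factors and -0.0066 with library size only. With each library left out, log2 fold changes ranged from -0.12 to 0.026 for Ankrd1, -0.016 to 0.12 for Areg, -0.086 to 0.077 for Lats1, -0.068 to 0.0091 for Lats2, -0.034 to 0.031 for Mapk3, -0.48 to 0.12 for Mef2c, -0.0053 to 0.12 for Mki67, -0.10 to 0.060 for Snai2, -0.10 to 0.033 for Stk3, -0.043 to 0.025 for Stk4 and -0.050 to 0.17 for Zeb1. Over the named genes other than Mef2d and the alternatives set before the data were examined, 459 values kept their direction and side of the threshold or stayed within the spread. Of the other values, 9 passed the threshold, 3 lost it, 5 moved by more than the spread and 30 turned direction.

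The replicate numbers shared by the groups make 2 pairs, and over genes the difference between replicates 1 and 2 had a correlation of 0.0066 between the groups, so the libraries share only a number. With the replicate number as a block, 1254 genes passed the threshold, 901 of them among the 992, and 6 lists and 10 Reactome sets did. Twist1 passed the threshold under the block (adjusted p = 0.0467). The mesenchymal and matrix list (adjusted p = 0.0806) and the TGF-beta set (0.650) turned direction under the block, as did Snai2 (0.048), Zeb1 (-0.029), Areg (-0.0030), Stk4 (0.025) and Mapk3 (-0.0088).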

Differences from the paper's values

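The paper reports 2097 differentially expressed genes, against 992 here. Of the alternatives set before the data were examined, an unadjusted p below 0.05 gave 2901 genes and came within the limit set for a difference, and no other did. The others gave between 215 and 1254 genes with all libraries, and 3639, 603 and 812 genes without sgControl replicate 1, 2 or 3. DESeq2 at an unadjusted p below 0.05 gave 2097 genes, and this setting was chosen after seeing the values, in a look at edgeR and DESeq2 over adjusted and unadjusted p and several fold change thresholds.

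The paper's qRT-PCR in EpH4 cells gives folds of sgMEF2D over sgControl of about 6.6 for CYR61, about 6.3 for AREG and about 3.4 for ANKRD1 in Fig. 4D, read by eye. In the RNA-seq libraries the folds were 0.901 for Ccn1 (the current symbol of Cyr61), 1.03 for Areg and 0.956 for Ankrd1, and none of the alternatives set before the data were examined closed the gap. Without sgControl replicate 1, Ccn1 was lower past the threshold (log2 fold change -0.16).

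The paper describes the myogenesis pathway as lower in sgMef2d EpH4 cells. The skeletal muscle list used here, which is not the Hallmark set, had an NES of 1.18 and did not pass the threshold, and at weight 0 it was lower and past it (adjusted p = 0.0427). The Reactome set for myogenesis was lower and past the threshold only without sgControl replicate 1 (adjusted p = 0.00598). The paper describes less E-cadherin and β-catenin and α-catenin protein after MEF2D knockout, and the RNA of Cdh1, Ctnnb1 and Ctnna1 had log2 fold changes of 0.13, -0.13 and -0.10 that did not pass the threshold. Without sgControl replicate 1, Ctnnb1 and Ctnna1 passed it, with log2 fold changes of -0.13 and -0.13.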

Other observations

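Of the tests in this part, those on other splits of the libraries, on fry, and on transcript length and GC content for the genes past the threshold and for the lists were chosen before their own results were seen. That choice came after the genes past the threshold had been seen, and the other tests were chosen after their results. As set tests, fry and camera were among the alternatives set before the data were examined, and only their use here to weigh an explanation came later. In 1 of the 10 splits of the 5 libraries into 3 and 2, the real split, 992 genes or more passed the threshold. The other 9 splits gave between 0 and 8 genes, and between 50 and 2345 genes at an unadjusted p below 0.05. With 10 splits the share cannot be below 0.1, so a grouping by accident cannot be told apart by this count.

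A trend with transcript length or GC content would remove most calls when it is taken out, but 940 of the 992 genes kept theirs, which argues against it as the whole cause. A copy number difference between the cell populations would shift neighbouring genes together. The shift would be about 0.5 or more if it were in all cells and these were diploid, which was not measured. The largest absolute median over 50 neighbouring genes was 0.203, on chromosome X, against 0.161 in 200 shuffles of the genes. Chromosome medians ranged from -0.07 to 0.10, and 11 of 21 passed an adjusted p of 0.05. If the cells are diploid, this argues against a copy number change in all cells over such stretches as the cause of the calls as a set. Small regional shifts, changes over fewer genes, or a copy number change in part of the cells remain open. So does a change in cells with more copies of each chromosome. A difference between separately selected cell populations cannot be told apart from an effect of MEF2D loss, because no selected population was measured under both conditions. Whether the sgMef2d libraries come from the same selected population is not stated. The sgMef2d libraries had a chi-square per degree of freedom of 2.02 between them, which would follow from either.

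The lists past the threshold were set against the same trend, and 7 of 8 kept their call and direction once it was removed. The oxidative phosphorylation list did not (adjusted p = 0.295). Its genes have a median transcript length of 1186 bases, against 3326 for all genes tested, and its median was 0.21 higher on the log2 scale in sgControl replicate 1 than in replicates 2 and 3. For this list, a length trend is a candidate explanation. Genes of a list that vary together could also give calls. Under fry, which asks another question than the permutations, 6 of the 8 lists remained, and under camera with the correlation estimated 1 did. With 5 libraries this explanation cannot be told apart for the lists as a group.

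sgControl replicate 1 lay apart from the other controls. Over 8045 genes with an average log2 CPM of at least 4, the log2 ratio between replicates 1 and 2 had an SD of 0.172 and between replicates 1 and 3 of 0.189, against 0.100 between replicates 2 and 3. Its larger library does not account for this, since the smaller SD was 0.174 after its counts were thinned to 13837375. Its difference from replicates 2 and 3 had a Pearson correlation of -0.59 with log2 transcript length across genes, which are not independent, and the difference of the sgMef2d libraries from replicates 2 and 3 of -0.41. Removing the trend lowered the smaller SD to 0.135, against 0.0983 between replicates 2 and 3, so a length trend may be part of the cause and is not all of it. No biological explanation was tested, since the design gives none for this library, and the count of genes past the threshold was 3639 without it.

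Mef2d RNA stayed close to its control level. A swap of libraries between the groups might give this, but every library correlated better with its own group, by at least 0.0053 (the lowest correlation within the group minus the highest with the other), which argues against a swapped library. Transcripts with small insertions or deletions that are still made would leave the RNA level in place, which was not tested. The genes of the paper's qRT-PCR for YAP/TAZ also stayed close to their control level, apart from the fit without sgControl replicate 1, in which Ccn1 (Cyr61) was lower past the threshold with a log2 fold change of -0.16 (adjusted p = 5.07e-04, in a range over the alternatives from 5.07e-04 to 0.462). Too few counts could hide a rise, but for 3 of the 3 genes the 95% interval of the fold ended below the fold of the qRT-PCR. Differences in cell density between the assays were not tested.

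In the opposite direction to the genes that appeared, 5 genes past the threshold fell to at most 3 counts in both sgMef2d libraries, and they were chosen after their values were seen. These were Inmt, at least 8.10-fold lower, Asb2, at least 5.46-fold lower, Myo3a, at least 4.38-fold lower, Cd33, at least 3.96-fold lower, and Gpm6b, at least 3.84-fold lower. The Hippo pathway genes Lats1, Lats2, Stk3 and Stk4 had log2 fold changes of 0.01, -0.03, -0.04 and -0.0048, and Mki67 of 0.08, none past the threshold, and all 5 changed direction when single libraries were left out. Of the 50-base words of the Lats2 transcripts, 41.2% also occur in another annotated gene.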
